A study of Mus musculus with 53 samples. Its data were reported in "Transcriptome and chromatin landscape of iNKT cells are shaped by subset differentiation and antigen exposure" (2021).

How the data were processed

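ATAC-seq measures open chromatin by the insertion of sequencing adapters by a transposase. The series holds 53 ATAC-seq libraries in 22 groups of sorted mouse lymphocytes: CD1d-restricted invariant natural killer T (iNKT) cells of the NKT1, NKT2 and NKT17 subsets, unseparated iNKT cells (called NKTtotal), iNKT cells sorted 6 days after injection of the glycolipid antigen α-galactosylceramide (αGalCer), and NK, γδ T and conventional CD4 T cells. Groups were taken from the sample titles. The stimulation field gave no treatment for the αGalCer samples, and their titles were followed. Per the study's methods, iNKT subsets came from tissues pooled from 15–20 mice unless otherwise noted. The labels allow single mice too and do not say which libraries these were, so limma's p-values for single regions measure only the spread between these samples.

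Per the labels and the study's methods, the authors aligned paired reads to the mm9 mouse genome with Bowtie (version 1.0 in the submitters' processing notes). Reads left over were trimmed with Trim Galore and aligned again, and duplicates (Picard 1.94) and mitochondrial reads were removed. Peaks were called per replicate with MACS2 on downsampled reads. Peaks on chromosome Y or in blacklisted parts of the genome were left out, and chromVAR made non-overlapping regions of 500 nt and counted all reads in each. Whether read ends were shifted for the transposase is not given in these sources. The deposited table has 67807 regions and 1 column per library. Its values are log2 RPM (reads scaled to library size, on the log2 scale) as deposited by the authors after quantile normalization, not counts: they run from -1.826 to 9.305, include negative numbers, and share the same highest value in 52 of the 53 libraries. Taken off the log scale, the libraries sum to nearly the same total.

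Quantile normalization removes the library totals, so sequencing depth is unknown and no counting interval can be given. A relative measure of depth was read from ties, since a shallow library holds few distinct values and many regions at its lowest value. The percent of regions at the lowest value of a library ran from 0.143 to 24.3 with a median of 1.17, and the number of distinct values ran from 110 to 1324 with a median of 700. The shallowest libraries were lung NKT17 replicate 2 (24.3% at the lowest value) and replicate 1 (13.0%) and the single lung NKT2 library (16.7%).

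The planned test, limma-voom on counts, needs counts. In its place limma (version 3.58.1 in R 4.3.3, with the data.table package, version 1.17.8) was fitted to the deposited log2 values with 1 mean per group over all 53 libraries, a moderated variance with a mean trend, 31 residual degrees of freedom and two-sided tests. This lets groups of 1 or 2 libraries borrow the spread of all groups. Adjusted p-values are Benjamini-Hochberg values over 67807 regions within each of 25 comparisons and 2 tests of a difference between comparisons. As in the study's methods, a region was called at an adjusted p under 0.1 and an estimated change of at least 4-fold (2 on the log2 scale). No low-value filter was applied. The comparisons, thresholds, region lists and main alternatives were chosen before the data were examined. Errors are SD between libraries for levels and SE from limma for log2 differences. The median log2 difference over all regions stayed within 0.066 of 0 in the 25 comparisons.

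Regions named in the text had the largest changes in each direction among called regions with a mean of at least 1 on the log2 scale whose libraries did not overlap between groups. For each comparison treated this way 5 per direction were kept and at most 2 are given. Where every library of the lower group was at its lowest value, the difference is a lower bound set by that floor and the text says so. At other named regions some libraries of the lower group can be at that value, so the order of sizes is approximate. NKT1, NKT2 and NKT17 regions are those called higher in 1 thymic subset than in both others. Lung regions are those called higher in lung than spleen in both NKT1 and NKT17 cells. NKTFH and NKTnonFH regions are those called higher in 1 antigen-exposed population than in the other. A list was summarised in each library by the mean log2 value of its regions, and the median difference between groups was set against 10000 random lists matched in 20 bins of mean value. Levels in the groups that defined a list are pushed apart by that selection. Smaller differences in other groups do not by themselves show a weaker signal. Lists were also tested with limma's camera, with the preset correlation of 0.01 and with an estimated one. Shares of variance by subset and by organ were computed on the 5000 most variable regions of 25 NKT1, NKT2 and NKT17 libraries, each beyond the other factor, with a permutation test of 100000 resamples within strata. An exact binomial interval at 95% for the NK share served only to judge alternatives, since regions are not independent samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

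The limma fit was tested on simulated values over 67807 regions, of which 200 were changed. The compared groups were given the same mean at unchanged regions, and all libraries had normal noise with the pooled spread of the region. Ties at the lowest value and differences in depth were not simulated. The shares below therefore do not describe how the fit performs on shallow libraries such as those of lung NKT17 cells. For NKT1 against NKT2 in thymus it called 2% of regions changed by 1 on the log2 scale, 90% of those changed by 3 and 100% of those changed by 4 or 5. For NKT17 cells of lung against spleen these shares were 0, 76, 98 and 98%, and for NKTFH against NKTnonFH cells they were 4, 92, 100 and 100%. Unchanged regions called numbered 2, 7 and 5. 

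Alternatives were a stricter adjusted p under 0.05, a block for the replicate number, a fit to the compared groups alone, leaving out each library in turn, other definitions of the region lists, and, added after the values were seen, a common floor for the compared libraries, a filter on low values, a fit without the variance trend and vooma weights. The regions lie on mm9: those of chromosome 1 reach base 197059247, past the 195471971 bases of that chromosome in GRCm38, the build of the reference at hand. Regions are therefore given by mm9 coordinates, counted from 1, and gene annotation, gene lists, motif enrichment and the gene loci named by the study are not analysed here.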

Results

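Chromatin accessibility was profiled by ATAC-seq in sorted mouse iNKT cells, innate-like T cells that recognise glycolipids on CD1d, and in other lymphocytes. The 53 libraries fell into 22 groups. From the thymus there were 4 NKT1, 4 NKT2 and 3 NKT17 libraries, and 1 library each of CD44hi and CD44low NKT2 cells. Spleen gave 2 libraries of each subset and 3 of NKTtotal cells. Lung gave 3 NKT1, 1 NKT2, 2 NKT17 and 2 NKTtotal libraries, and liver gave 2 NKT1 libraries. For comparison there were 3 splenic and 2 lung libraries of γδ T cells, 3 and 2 of CD4 T cells, and 1 and 1 of NK cells. Spleens taken 6 days after αGalCer gave 6 libraries of CXCR5+PD-1+ cells (NKTFH) and 3 of CXCR5−PD-1− cells (NKTnonFH). Depth was unknown, because the deposited values were already normalized. As a relative measure, 0.143 to 24.3% of the 67807 regions lay at the lowest value of their library. Correlations between replicates ranged from 0.686 for lung NKT17 cells, the shallowest group, to 0.953 for a pair of thymic NKT1 libraries. At least 1 of the 25 comparisons called 25914 regions (38.2%).

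The first question was how far the 3 thymic iNKT subsets differ in open chromatin. NKT1 cells make mainly interferon-γ, NKT2 cells interleukin-4 and NKT17 cells interleukin-17. NKT17 cells stood farthest apart: 7915 regions differed from NKT1 cells, of which 4423 were more open in NKT17, and 6584 differed from NKT2 cells, of which 3613 were more open in NKT17. NKT1 and NKT2 cells differed at 4965 regions, 2124 higher in NKT1 and 2841 higher in NKT2. Of all regions, 2617 were higher in NKT17 than in both other subsets (NKT17 regions), 1224 were NKT1 regions and 1030 were NKT2 regions. NKT1 regions averaged 4.50 ± 0.16 (log2 RPM, SD, n = 4) in thymic NKT1 cells, 1.69 ± 0.08 (n = 4) in NKT2 cells and 1.02 ± 0.19 (n = 3) in NKT17 cells. A region at chr10:53491197–53491696 was at 5.88 ± 0.13 in NKT1 and -0.21 ± 0.90 in NKT2 cells, a log2 difference of 6.09 ± 0.50 (SE, limma adjusted p = 5.7e-14). The region at chr17:86522429–86522928 had a difference of 5.92 ± 0.46 (limma adjusted p = 7.3e-15). Higher in NKT2 than NKT1 cells were chr9:83443372–83443871, with a log2 difference of -5.70 ± 0.58, and chr2:117833687–117834186, with -5.60 ± 0.54. The region most strongly tied to NKT17 cells in both comparisons was chr4:54982481–54982980, at 6.75 ± 0.39 in NKT17 cells, -0.54 ± 1.04 in NKT1 cells and -1.02 ± 0.66 in NKT2 cells. Its limma adjusted p-values were 2.5e-12 and 1.6e-12. Next came chr18:60218558–60219057 against NKT1 cells (-7.20 ± 0.74) and chr1:129906264–129906763 against NKT2 cells (-7.31 ± 0.81). NKT1 cells exceeded NKT17 cells most at chr10:25947952–25948451 (log2 difference 6.97 ± 0.41) and chr10:53180821–53181320 (6.90 ± 0.45). NKT2 cells exceeded NKT17 cells most at chr8:11334250–11334749 (6.33 ± 0.68) and chr10:43502980–43503479 (5.97 ± 0.53). In the 100-kb window from base 86400001 of chromosome 10, 11 of 12 regions were higher in NKT17 than NKT1 cells. That window was chosen after its values were seen, and clustering was not tested for thymic subsets. With a filter on mean value, NKT2 against NKT17 gave 4003 regions instead of 6584, and NKT1 against NKT2 gave 3897. The larger side also changed under this filter. It gave 3048 regions higher in NKT1 and 2538 in NKT17 cells, and 2164 higher in NKT2 and 1839 in NKT17 cells.

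**Figure D1:**
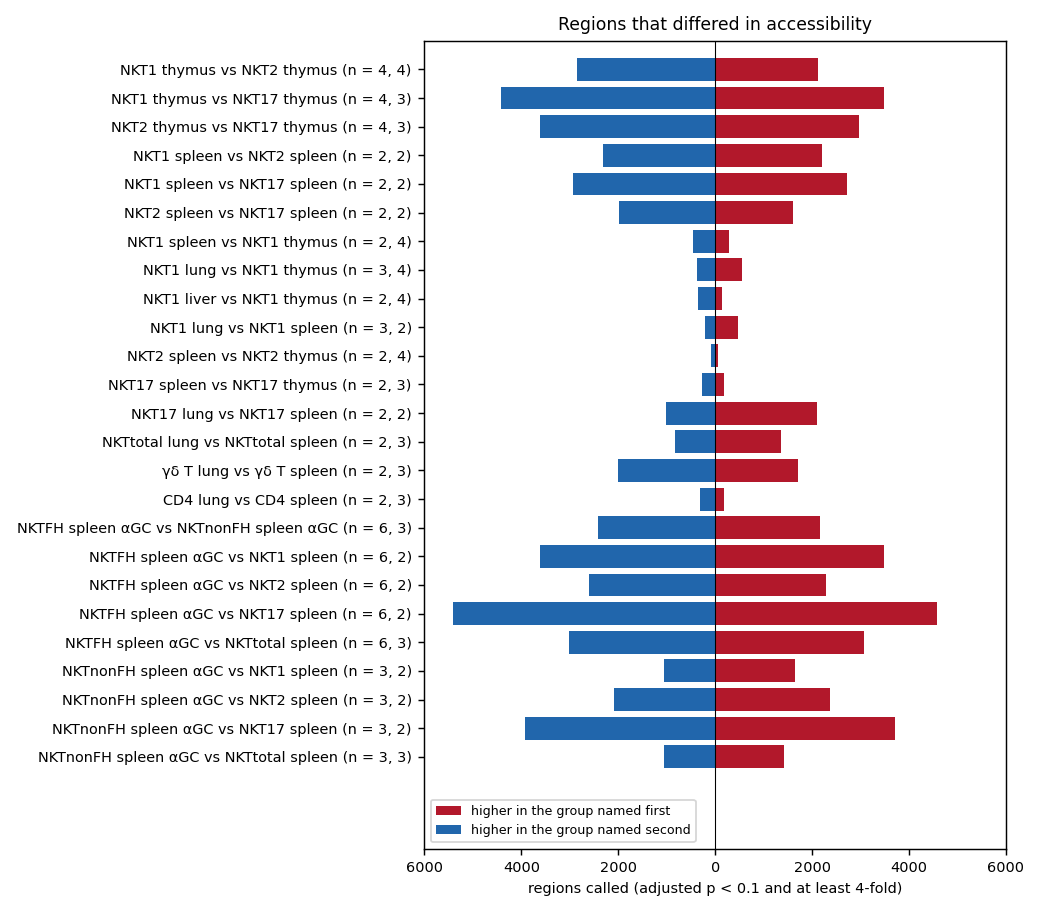
Number of regions called in each of the 25 comparisons (limma, adjusted p under 0.1 and at least 4-fold), with the libraries per group in brackets. Bars to the right of 0 count regions higher in the group named first and bars to the left those higher in the second; comparisons between subsets (3594 to 7915 regions) exceed those of 1 subset between thymus and spleen (128 to 735).

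A second question was whether the differences set in the thymus persist in peripheral cells. In spleen the subsets again differed widely: NKT1 from NKT2 cells at 4537 regions (2213 higher in NKT1), NKT1 from NKT17 cells at 5658 (2726 higher in NKT1), and NKT2 from NKT17 cells at 3594 (1606 higher in NKT2). The same regions recurred. In thymus and spleen alike and in the same direction, 2389 regions separated NKT1 from NKT2 cells, where independent lists would share 167. For NKT1 against NKT17 the shared regions numbered 3837 (332 for independent lists), and for NKT2 against NKT17 they numbered 2464 (176). At most 2 regions per pair of subsets were called in opposite directions. Of the regions that separated thymic NKT1 from NKT2 cells, 97.0% had the same sign in spleen, with a median log2 difference of 2.09 against 2.54 in thymus. The regions were chosen on the thymic libraries, which raises the thymic median, so the lower value in spleen does not show a weaker difference. For NKT1 against NKT17 cells 96.2% kept their sign in spleen, and for NKT2 against NKT17 cells 96.0%. In lung these shares were 85.6%, 91.9% and 79.7%, with medians of 1.56, 1.69 and 1.35. The shares of 85.6% and 79.7% rest on the single lung NKT2 library. That library and both lung NKT17 libraries were the shallowest of the series, with many regions tied at their lowest value. The lower shares and medians in lung therefore cannot be told apart from an effect of depth. They do not show that subset differences persist less in lung than in spleen. The regions at chr10:53491197–53491696 and chr17:86522429–86522928 were also the leading NKT1 regions against NKT17 cells in spleen, with log2 differences of 7.65 ± 0.70 and 7.56 ± 0.64 (SE, limma adjusted p = 1.1e-11 and 1.1e-12). NKT17 cells of the spleen exceeded NKT1 cells most at chr17:23778545–23779044 (-6.85 ± 0.90) and chr6:142438637–142439136 (-6.83 ± 0.91, a lower bound in size, with both NKT1 libraries at their lowest value). Splenic NKT1 cells exceeded NKT2 cells most at chr10:61657623–61658122 (6.62 ± 0.93) and chr12:107246758–107247257 (6.54 ± 0.62). NKT2 cells led at chr7:25252862–25253361 (-6.23 ± 0.70) and chr3:55223328–55223827 (-6.09 ± 0.87). Against splenic NKT17 cells, NKT2 cells were highest at chr10:43502980–43503479 (5.96 ± 0.70), a region also named in thymus, and at chr16:57319798–57320297 (5.81 ± 0.69). NKT17 cells exceeded them at chr17:49642442–49642941 (-6.47 ± 0.82) and chr4:107672155–107672654 (-6.18 ± 1.06), both lower bounds in size because both NKT2 libraries were at their lowest value. Spleen counts moved with single libraries: NKT1 against NKT2 gave 2857 regions without NKT1 replicate 4 and 2810 without NKT2 replicate 1. NKT2 against NKT17 gave 1902 without NKT17 replicate 2 and 1192 without NKT2 replicate 1. In all 3 spleen comparisons the subset with more open regions also changed when some single libraries were left out (1530 higher in NKT1 and 1327 in NKT2 without NKT1 replicate 4, for example).

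**Figure D2:**
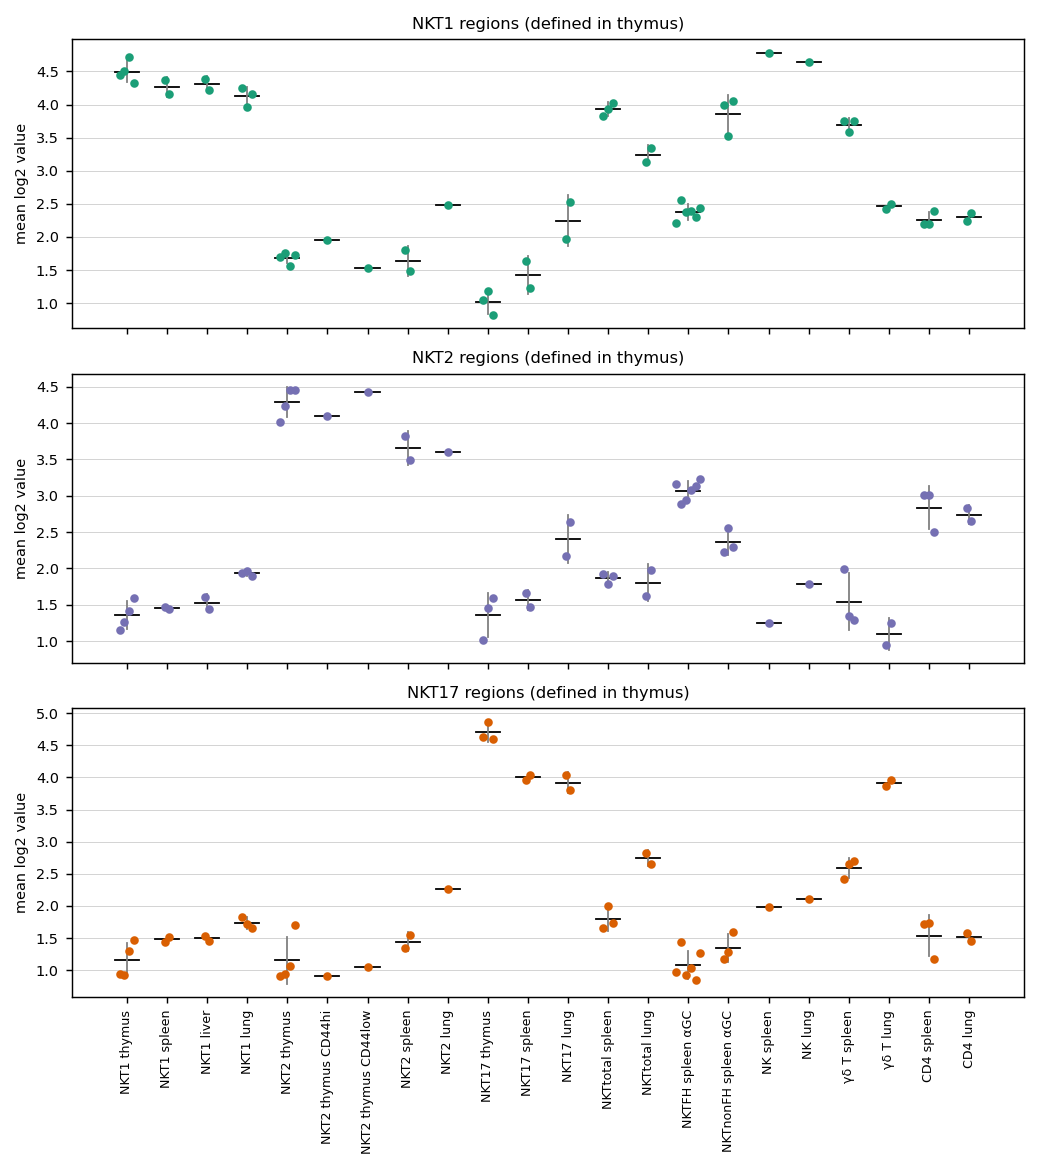
Mean log2 RPM over NKT1, NKT2 and NKT17 regions (defined in thymus) in each library, by group. Points are libraries, horizontal bars group means and vertical bars SD; NKT17 regions are at 4.70 in thymic, 4.00 in splenic and 3.92 in lung NKT17 cells and at 1.16 in thymic NKT1 cells.

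Between thymus and other organs a subset differed at far fewer regions than subsets did from each other. NKT1 cells of spleen differed from thymic NKT1 cells at 735 regions (286 higher in spleen), those of liver at 486 (138 higher in liver) and those of lung at 926 (547 higher in lung). With either splenic NKT1 library left out, the number higher in spleen was far smaller. Splenic and thymic NKT2 cells differed at 128 regions (50 higher in spleen), and splenic and thymic NKT17 cells at 458 (192 higher in spleen). NKT1 regions remained at 4.27 ± 0.15 (n = 2) in splenic, 4.31 ± 0.12 (n = 2) in liver and 4.12 ± 0.14 (n = 3) in lung NKT1 cells. NKT2 regions were at 4.29 ± 0.21 (n = 4) in thymic and 3.65 ± 0.23 (n = 2) in splenic NKT2 cells and at 3.60 in the single lung library. The region most increased in splenic over thymic NKT1 cells was chr6:32746046–32746545, with a log2 difference of 5.15 ± 0.75 (SE, limma adjusted p = 8.2e-06). It was followed by chr6:108635842–108636341 (4.20 ± 0.63). Thymic NKT1 cells were higher at chr13:54269294–54269793 (-4.95 ± 0.46) and chr12:101764154–101764653 (-4.77 ± 0.60). Liver NKT1 cells exceeded thymic ones at chr7:108696110–108696609 (3.96 ± 0.55) and chr16:5371259–5371758 (3.88 ± 0.55), and were lower at chr18:60792382–60792881 (-4.61 ± 0.64) and chr1:43040901–43041400 (-4.35 ± 0.86). The last of these was no longer called without liver replicate 1 (limma adjusted p = 0.16). Across 25 libraries, subset accounted for 59.6% of the variance of the 5000 most variable regions beyond organ, and organ for 9.12% beyond subset. Both permutation p-values were 1e-05, the smallest that 100000 permutations can give. The gap narrowed with more regions: the shares were 45.8 and 12.8% over the 20000 most variable regions and 37.8 and 13.9% over all 67807, with the same p-values. The first component of a principal component analysis (47.1% of variance) parted NKT17 cells from NKT1 cells and the second (21%) set NKT2 cells apart. On the third (5.14%) lung libraries of NKT1 (26.0 ± 2.3, n = 3), NKT2 (54.8) and NKT17 cells (60.9 ± 18.7, n = 2) lay above the means of all other groups. Thymic NKT2 replicate 4, the shallowest of its group with 4.79% of regions at the lowest value, also scored high there (28.6). The shallowest libraries of the series scored highest: lung NKT17 replicates 2 (74.1) and 1 (47.6) and the lung NKT2 library. Lung NKT1 replicate 3, with 1.64% of regions at its lowest value, still scored 26.6. Depth and lung cannot be fully told apart on this component, and the share of variance by organ carries the same limit. The fourth component (3.42%) separated thymus from spleen. Counts between organs were sensitive to single libraries: without splenic NKT1 replicate 4 the spleen against thymus count of NKT1 cells was 272, and without liver replicate 1 the liver count was 285. For NKT17 cells the spleen against thymus count was 118 without splenic replicate 2, 257 without thymic replicate 1 and 234 (139 higher in spleen) without thymic replicate 3. The NKT2 split of spleen against thymus was 62 higher and 53 lower without thymic replicate 2, 71 and 71 without thymic replicate 1, and 12 and 155 without splenic replicate 2. Lung NKT1 cells no longer had more regions higher than lower than thymic ones when any 1 lung library was left out (607 against 661, 366 against 461 and 512 against 624 without replicates 2, 3 and 4). A limma fit to the compared groups alone gave 49 regions for NKT2 and 847 for NKT17 cells of spleen against thymus, and with the replicate number as a block the NKT1 counts against thymus were 432 in spleen, 390 in lung and 245 in liver.

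**Figure D3:**
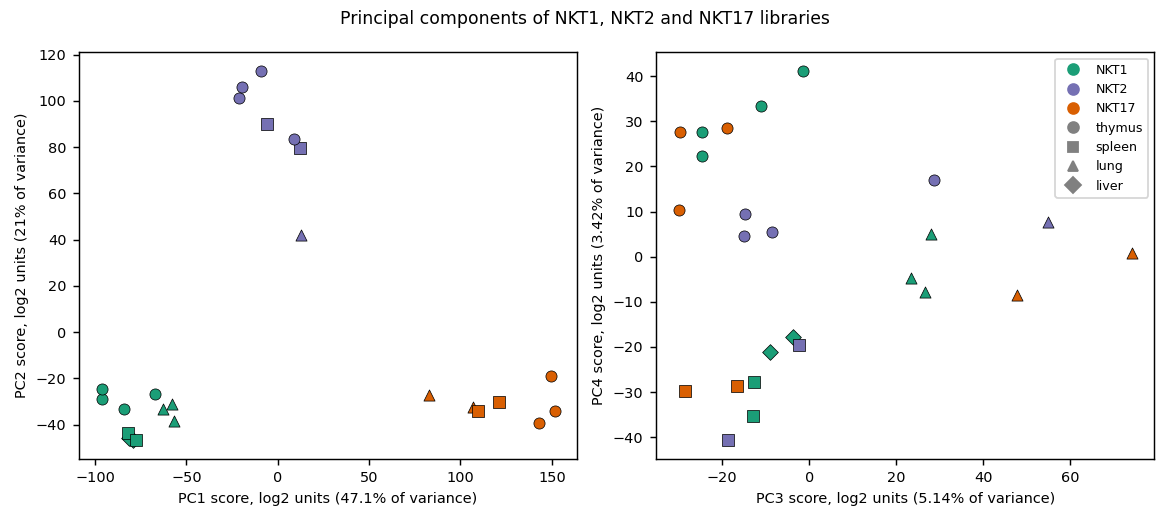
Scores of the 25 NKT1, NKT2 and NKT17 libraries on principal components 1 to 4 of the 5000 most variable regions (axes in log2 units; colour, subset; symbol, organ). Subsets separate on the first pair of components. Lung libraries lie to the right on the third, together with thymic NKT2 replicate 4, and thymic libraries lie above splenic ones on the fourth.

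Lung iNKT cells were compared with splenic ones to ask whether the lung carries a chromatin signature of its own. Counts were above 0 in each population tested. In NKT1 cells 677 regions differed, 464 of them higher in lung. Few of the regions lower in lung were still called with either splenic NKT1 library left out, so this split depends on both. In NKT17 cells 3104 differed, 2099 of them higher in lung, and in NKTtotal cells 2193 differed, 1364 of them higher in lung. NKT1 and NKT17 cells shared 95 regions higher in lung (lung regions), where independent lists would share 14.4, and 8 lower in lung (3.16 for independent lists). Lung regions averaged 3.90 ± 0.06 (n = 3) in lung and 1.05 ± 0.15 (n = 2) in splenic NKT1 cells, with 2.69 ± 0.09 (n = 4) in thymus and 2.20 ± 0.15 (n = 2) in liver. The region chr18:3263581–3264080 rose most in lung NKT1 cells (log2 difference 5.51 ± 0.83, SE, limma adjusted p = 4.5e-05). It was followed by chr10:18723273–18723772 (4.54 ± 0.97), while chr12:105253451–105253950 (-3.83 ± 0.80) and chr10:24751475–24751974 (-3.56 ± 0.81) were lower in lung. In NKT17 cells the largest rises were at chr5:124455505–124456004 (6.10 ± 1.03, limma adjusted p = 7.1e-05, a lower bound with both splenic libraries at their lowest value) and chr5:32458596–32459095 (5.66 ± 0.99, limma adjusted p = 0.00012). Losses were seen at chr2:104027191–104027690 (-4.02 ± 0.65) and chr5:121127520–121128019 (-3.85 ± 0.47). At the first of these both lung libraries were at their lowest value, so its size is a lower bound and the order of losses follows the floor. NKTtotal cells of the lung, with 0.229 and 1.23% of regions at the lowest value against 0.143 to 0.621% in spleen, rose most at chr4:86325591–86326090 (5.21 ± 0.73) and chr5:32391710–32392209 (5.09 ± 0.79), and were lower at chr10:84345184–84345683 (-4.39 ± 0.65) and chr12:43061989–43062488 (-4.23 ± 0.50). Subset regions outside the lung lists shifted in the same NKTtotal libraries, by a median log2 difference of lung minus spleen of 0.92 over NKT17 regions and -0.79 over NKT1 regions. The NKTtotal count and its named regions can therefore include differences in the mix of subsets, which were not separated from an effect of the lung. Both lung NKT17 libraries were shallow. With values below their higher minimum raised to it, 1744 regions were called, 935 (53.6%) of them higher in lung against 67.6% as deposited, and a fit to the 4 NKT17 libraries alone called 4, with limma adjusted p-values of 0.14, 0.15 and 0.16 at chr5:124455505, chr5:32458596 and chr2:104027191. The excess of regions higher in lung NKT17 cells did not hold when either lung library was left out: 3415 were higher and 3648 lower without replicate 1 (7063 in all), and 1412 higher and 2034 lower without replicate 2. The NKT17 count was 2059 without splenic replicate 2. The NKT1 count was 293 in a fit to the compared groups alone, 350 without splenic replicate 3 and 159 without splenic replicate 4, which ended the calls at chr10:24751475 (limma adjusted p = 0.25 without replicate 3) and, without replicate 4, at chr10:18723273 (0.21) and chr12:105253451 (0.11). The NKTtotal count was 1019 without lung replicate 1, with 385 higher and 634 lower in lung, and 1332 without lung replicate 2, with 777 higher.

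The lung signature was then measured in libraries that had no part in its definition, although NKTtotal cells include the subsets that defined it. Lung regions were more open in lung than spleen in all 4 cell types examined. In NKTtotal cells 91.6% of the 95 regions were higher in lung, by a median of 2.22 on the log2 scale, where 95% of random lists fell between -0.26 and 0.21. γδ T cells, which share innate-like functions with iNKT cells, had a median of 1.53 (83.2% higher), and CD4 T cells one of 0.64 (77.9% higher). Random lists fell between -0.17 and 0.31 for γδ T and between -0.22 and 0.17 for CD4 T cells. Subset regions outside the lung lists shifted in the same γδ T libraries, by a median of 1.33 over NKT17 regions and -1.31 over NKT1 regions. In limma's camera test the p-values, adjusted over 3 cell types, were 3.3e-43 for NKTtotal, 1.4e-18 for γδ T and 5.1e-09 for CD4 T cells. In the same test all 3 stayed small with an estimated correlation of 0.048 (8.7e-09, 1.6e-05 and 0.0016). Camera ranks the list against all other regions, so these p-values are no measure of the spread between libraries. By library, lung regions averaged 3.34 ± 0.05 (n = 2) in lung and 2.53 ± 0.46 (n = 3) in splenic CD4 T cells. NK cells had a median of 1.35, with 88.4% of regions higher in lung, but with 1 library in each organ this had no replicate check and no error can be given. Over all regions, γδ T cells of lung and spleen differed at 3711 regions (1715 higher in lung) and CD4 T cells at 500 (179 higher in lung). With either lung γδ T library left out, the number and share of γδ T regions higher in lung were much smaller. γδ T cells of the lung rose most at chr5:32457761–32458260 (log2 difference 5.61 ± 0.83, SE, limma adjusted p = 6.3e-06) and chr18:3262676–3263175 (5.36 ± 0.98). The second of these lies beside the leading lung region of NKT1 cells. They were lower at chr13:63735499–63735998 (-5.44 ± 0.71) and chr10:116356569–116357068 (-5.18 ± 0.72), both lower bounds in size, with both lung libraries at their lowest value. Regions called higher in lung NKTtotal cells were dense in a pair of windows on chromosome 5. In the 100-kb window from base 124400001, 16 of 30 regions were called, and these 16 were all higher in lung in NKT1, NKT17, γδ T, CD4 T and NK cells, and 14 of them in NKT2 cells. Their mean log2 difference was 2.88 in NKT1, 1.74 in NKT2, 3.50 in NKT17, 3.94 in γδ T, 2.12 in CD4 T and 3.05 in NK cells. In the window from base 32400001, 11 of 16 regions were called in NKTtotal cells. These 11 were all higher in lung in NKT1, NKT17, γδ T and NK cells, 10 of them in NKT2 and 9 in CD4 T cells, and their mean difference was 2.35 in NKT1, 2.88 in NKT2, 3.12 in NKT17, 3.72 in γδ T, 1.34 in CD4 T and 2.85 in NK cells. Both windows were chosen after their values were seen. The CD4 count was 1533 without splenic replicate 4, with 851 regions higher and 682 lower in lung, so that the larger side changed. Lung regions averaged 3.06 in that library against 2.21 and 2.31 in replicates 1 and 2, and it correlated more closely with NKTFH libraries (0.855) than with its own group (0.779). A limma fit to the CD4 libraries alone called 0 regions, with 4612 at an unadjusted p under 0.05. The γδ T count was 2191 without lung replicate 2, 2348 without lung replicate 1 and 2452 without splenic replicate 1. The medians depended on the list. With the 464 regions of NKT1 cells they were 1.45 in NKTtotal, 0.90 in γδ T and 0.41 in CD4 T cells. With the 2099 regions of NKT17 cells they were 0.33 (58.0% higher), 0.35 (58.3% higher) and 0.05, and the CD4 call was lost (adjusted p = 0.63 in limma's camera test). The NK share was 78.6% without splenic NKT1 replicate 3.

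**Figure D4:**
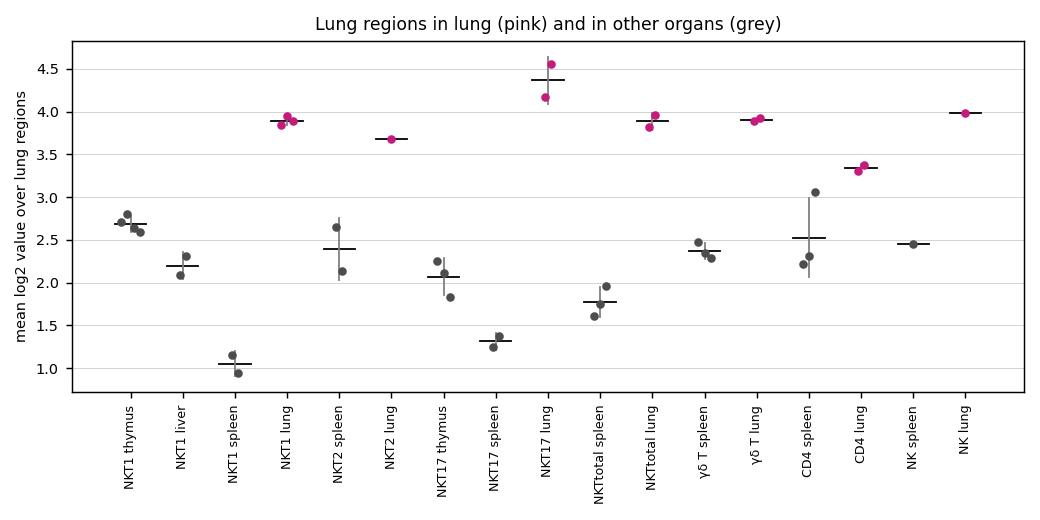
Mean log2 RPM over the 95 lung regions in each library (points; horizontal bars, group means; vertical bars, SD). Lung libraries (pink) lie at 3.31 or above in every cell type, while libraries of other organs (grey) reach at most 3.06; NKT1 and NKT17 cells of lung and spleen defined the list.

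After αGalCer, splenic iNKT cells were sorted into follicular helper-like cells (NKTFH), named after T cells that help B cells in germinal centres, and cells lacking both sorting markers (NKTnonFH), to ask how 2 populations that met the same antigen differ. They differed at 4585 regions, 2171 higher in NKTFH and 2414 higher in NKTnonFH cells. NKTFH regions averaged 4.29 ± 0.09 (n = 6) in NKTFH and 1.62 ± 0.11 (n = 3) in NKTnonFH cells. Among unchallenged splenic iNKT subsets they were most open in NKT2 cells (2.60 ± 0.21, n = 2), against 1.66 ± 0.01 (n = 2) in NKT1 and 1.70 ± 0.11 (n = 2) in NKT17 cells. NKTnonFH regions were at 4.18 ± 0.04 (n = 3) in NKTnonFH and 1.53 ± 0.05 (n = 6) in NKTFH cells. Outside the antigen-exposed cells they were most open in NK cells (4.02 in spleen and 4.01 in lung), followed by splenic γδ T cells (3.68 ± 0.14, n = 3). The largest rise in NKTFH cells was at chr2:162937386–162937885 (log2 difference 4.95 ± 0.71, SE, limma adjusted p = 5.6e-07), and chr1:194360281–194360780 was next (4.92 ± 0.70). NKTnonFH cells were higher at chr2:48323774–48324273 (-5.61 ± 0.54, limma adjusted p = 2.4e-11) and chr10:100233111–100233610 (-5.26 ± 0.63). In the 100-kb window from base 194300001 of chromosome 1, 7 of 8 regions were higher in NKTFH cells, and in that from base 19500001 of chromosome 5 all 7 were. In the window from base 19200001 of chromosome 10, 7 of 14 regions were higher in NKTnonFH cells, and 10 of the 14 were higher in NKT1 than NKT2 cells of the thymus. These windows were chosen after their values were seen.

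**Figure D5:**
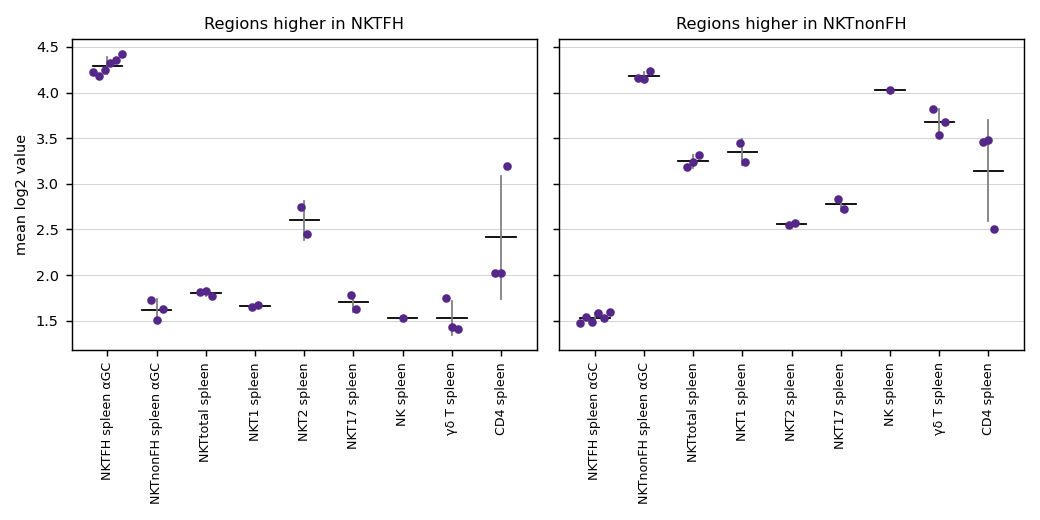
Mean log2 RPM over NKTFH regions (left) and NKTnonFH regions (right) in splenic libraries (points; horizontal bars, group means; vertical bars, SD). NKTFH and NKTnonFH libraries defined the lists; of the other groups, NKT2 cells (2.60) and 1 of 3 CD4 T cell libraries (3.19) are highest on the left and NK cells (4.02) on the right.

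Both antigen-exposed populations were also set against unchallenged splenic cells. NKTFH cells were far from every subset: 4886 regions differed from NKT2 cells (2283 higher in NKTFH), 7095 from NKT1 cells (3482 higher), 10001 from NKT17 cells (4588 higher) and 6088 from NKTtotal cells (3062 higher). NKTnonFH cells were nearer to NKTtotal and NKT1 cells, with 2460 (1412 higher in NKTnonFH) and 2710 regions (1650 higher). They differed from NKT2 cells at 4452 regions (2372 higher) and from NKT17 cells at 7628 (3706 higher). NKT1 regions were at 3.85 ± 0.29 (n = 3) in NKTnonFH and 2.38 ± 0.12 (n = 6) in NKTFH cells, while NKT2 regions were at 2.36 ± 0.17 and 3.07 ± 0.13. Against NKT1 cells, NKTFH cells rose most at chr12:40578231–40578730 (log2 difference 7.05 ± 0.63, SE, limma adjusted p = 1.2e-12, a lower bound with both NKT1 libraries at their lowest value) and chr3:115902885–115903384 (6.99 ± 0.87), and fell most at chr3:93597815–93598314 (-5.80 ± 0.72) and chr6:13028613–13029112 (-5.68 ± 0.58). NKTnonFH cells rose most at chr7:75395327–75395826 (6.08 ± 0.66, limma adjusted p = 1.3e-08) and chr2:89770349–89770848 (5.91 ± 0.89), and fell most at chr15:74792986–74793485 (-4.49 ± 0.71) and chr4:46769953–46770452 (-4.45 ± 0.76). Regions changed in both populations were sought with separate controls, NKTtotal cells for NKTFH and NKT1 cells for NKTnonFH. Of these, 462 were higher in both (74.5 for independent lists), 436 lower in both (47.3) and 24 opposite. With the controls exchanged, 425 were higher and 427 lower in both. The likeness of NKTnonFH to NK cells was measured across the 4585 regions that separated the antigen-exposed populations. The difference of NKTnonFH from NKTFH cells correlated with the difference between splenic NK and NKTtotal cells (Pearson r = 0.39, Spearman rho = 0.37 across regions, which are not independent replicates). Regions higher in NKTnonFH cells had a median NK difference of 0.65, with 71.7% above 0, and those higher in NKTFH cells one of -0.25, with 40.5% above 0. A single NK library stood behind these values. Over all 67807 regions the likeness was not particular to NK cells: NKTnonFH libraries had a mean correlation of 0.813 with NK, 0.809 with NKT1, 0.806 with NKTtotal and 0.802 with γδ T cells of the spleen, and unchallenged NKT1 (0.860) and NKTtotal cells (0.836) were closer to NK cells than NKTnonFH cells were. The NKTnonFH count against NKT1 cells was 1690 without splenic NKT1 replicate 3 and 1484 without replicate 4, and the 898 regions changed in both populations became 514 and 520. The larger side changed without some single library for NKTFH against NKT1, NKT2 and NKTtotal cells and for NKTnonFH against NKT2 and NKT17 cells.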

Values the study reported

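The study reported about 5000–7500 regions of differing accessibility between pairs of thymic iNKT subsets. Between splenic NKT2 and NKT17 cells it counted more than 3500 such regions. For NKT1 cells of peripheral organs against those of the thymus it gave less than 1000.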

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

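Of the tests in this part, those over calls with 1 or no lung library at its lowest value were chosen only after the result was seen.

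The change from spleen to lung was compared between NKT1 and NKT17 cells. By limma's test of the difference itself, 1133 regions differed, 640 with a larger lung minus spleen value in NKT1 cells and 493 with a smaller one. The count was 361 without splenic NKT1 replicate 3, 507 without splenic NKT1 replicate 4, 490 without splenic NKT17 replicate 2 and 4734 without lung NKT17 replicate 1. Without splenic NKT17 replicate 3 the larger side changed, with 376 larger and 436 smaller. A limma fit to the compared groups alone called 0 regions, with 5863 at an unadjusted p under 0.05. The difference between NKT2 and NKT17 cells itself differed between thymus and spleen at 22 regions, 18 with a larger value in thymus and 4 with a smaller one. Single libraries moved this count too: it was 3 without splenic NKT17 replicate 2, 82 without splenic NKT17 replicate 3, 9 without thymic NKT17 replicate 1, 39 without thymic NKT17 replicate 4, 49 without splenic NKT2 replicate 2 and 10 without thymic NKT2 replicate 2. A limma fit to these groups alone called 0, with 3958 at an unadjusted p under 0.05.

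Within groups of at least 4 libraries, 59 values were searched for a library far from the rest, and 5 had one. Chance gives about 1 in 20. Thymic NKT2 replicate 4 scored 28.6 on the third principal component, where the others of its group lay between -15.1 and -8.56. Thymic NKT1 replicate 9 was at 6.46 at chr17:86522429, against 6.76 to 6.81 in the others. Thymic NKT2 replicate 3 was at 6.44 at chr2:117833687, against 5.37 to 5.52. NKTFH replicate 6 was at 5.38 at chr2:162937386, against 4.46 to 4.80. NKTFH replicate 2 was at 7.24 at chr3:115902885, against 6.51 to 6.72.

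Lung NKT17 cells had 2099 regions higher and 1005 lower than splenic NKT17 cells. This excess did not hold when either lung library was left out (3415 higher and 3648 lower without replicate 1, 1412 and 2034 without replicate 2). Both lung libraries were shallow, so tied values at the lowest level could raise regions that are closed. The deeper NKTtotal libraries were used to test this. Over the 47 higher regions with both lung NKT17 libraries at their lowest value the median lung minus spleen difference was -0.83. Over the 443 with 1 at its lowest value it was -0.43. Ties predicted medians at or below 0.2, which both met. Yet the NKTtotal libraries also shifted in subset regions, with a median of -0.79 over NKT1 regions outside the lung lists. Regions closed in NKT17 cells could fall there in the same way without ties, so these medians decide nothing. At the 47 regions both lung values are the floor itself, so those calls rest on the floor by construction. The other 1609 regions had no lung library at its lowest value, so ties at that level cannot act on them by construction, and their median of 0.64 is no test of ties. The pool of 2052 with at least 1 library above its lowest value had a median of 0.36 and decides nothing either, because 1609 of its regions are of this kind, so the bound set for that pool was badly chosen. What gave the excess stays open, a true effect of the lung included.

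The 95 lung regions were more open in lung than spleen in NKTtotal, γδ T, CD4 T and NK cells. Against lower depth of the lung libraries as the source, the median in the deep NKTtotal libraries was 2.22, outside the random range of -0.26 to 0.21. A larger share of NKT17 cells in the lung would raise thymic NKT17 regions as well, but those outside the lung lists rose by 0.92 in NKTtotal cells, less than 50% of that value, and lung regions averaged 2.07 in thymic NKT17 cells, below the 3.89 of lung NKTtotal cells. In γδ T cells the NKT17 regions differed by 1.33 against 1.53 for lung regions. The 2.07 of thymic NKT17 cells over lung regions lies below the 2.37 of splenic and the 3.91 of lung γδ T cells. This argues against a gain of cells with the levels of thymic NKT17 cells as the source. NKT17-like γδ T cells were not measured apart, so a shift towards them stays open there. Thymus, spleen and liver were also broken up mechanically, but per the labels only lung, with all 13 of its libraries, went through a GentleMacs dissociator with a dissociation medium, so this step cannot be told apart from the organ, and residence in the lung remains a hypothesis.

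Regions higher in NKTFH than NKTnonFH cells lay near each other: 38.1% had another such region within 50 kb, where 1000 draws matched on mean value gave 16.4 to 20.7% and at most 21.8%. Regions higher in NKTnonFH cells did so too, at 48.8% against at most 26.0%. Changes that spread over neighbourhoods of regulatory sites could give this picture. The draws were matched on mean value, but not on how densely other regions lie around each region. Calls in parts of the genome dense with regions could give the same picture, as could broad open sites divided among several regions. Neither was tested.

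Other ways of dividing the same libraries were refitted for 7 comparisons, and in each 1 split, the real one, gave as many regions. Among thymic subsets this held for NKT1 against NKT2 (4965 regions, at most 955 in the other splits of 35), NKT1 against NKT17 (7915, at most 5329 in 35 splits) and NKT2 against NKT17 (6584, at most 4275 in 35). It also held for NKT1 cells of lung against thymus (926, at most 350 in 35), for NKTFH against NKTnonFH (4585, at most 509 in 84) and for NKTFH against NKTtotal cells (6088, at most 896 in 84). In these, 1 split in 35 or 84 lies under the bound of 0.05, which argues against a random division of the libraries as the source. The bound was not adjusted for the 7 comparisons, and libraries that share a sort would not be exchangeable, so chance is not excluded. For NKTnonFH against NKTtotal cells 10 splits are too few for a share under 0.05, with 2460 regions in the real split and at most 1 in the others.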

How the results depend on the processing

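The depth floor, the low-value filter, the fit without a variance trend and the vooma weights were chosen only after the result was seen. No direction called for a named region was reversed, but which group had more called regions changed without single libraries in some comparisons, NKT17, NKTtotal and CD4 lung against spleen and NKT1 lung against thymus among them. It also changed under the low-value filter, among others for NKT1 and NKT2 against NKT17 in thymus and for all pairs of subsets in spleen. Of 222 alternative values for counts, lists and shares of variance, 188 kept their side of the threshold or stayed close to the main value, as did all 27 in the fit without the variance trend, and of 362 values without 1 library, 315 did. Of 751 for named regions, 744 kept their call. For counts, closeness was judged by size alone, within a broad margin. For NKT1 against NKT17 in thymus, 5586 under the low-value filter passed as close to 7915. A close count need not hold the same regions. Without splenic CD4 replicate 1, 237 of the 500 CD4 regions of lung against spleen were still called, and that count also passed as close. The cause was not tested for the values that follow, unless it is stated.

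At an adjusted p under 0.05, a stricter bound by construction, counts were 392 for NKT1 lung against spleen, 80 for NKT2 and 284 for NKT17 spleen against thymus, 304 for CD4 lung against spleen and 574 for the lung effect in NKT1 against NKT17. Replicate numbers did not settle whether samples were paired. Correlations of deviations between samples of the same number ran from -0.13 to 0.21, and were 0.14 and 0.21 between thymic NKT1 and NKT2 cells. At both of these numbers, the library of the same number was the closest match in either direction. So it was at the 1 number shared by thymic NKT1 and NKT17 cells (0.21). At the 3 numbers shared by thymic NKT2 and NKT17 cells (-0.01 to 0.20) this did not always hold. In 0 of the 4 comparisons with 3 shared numbers were all above 0.1, and 9 comparisons shared fewer than 2. With so few shared numbers pairing cannot be excluded, since the study's methods state that subsets were sorted in parallel. The block used next joins equal numbers over all groups, so it does not test pairing within a sort. With the number as a replicate block, NKT1 against thymus gave 432 in spleen, 390 in lung and 245 in liver, the NKT2 against NKT17 difference between thymus and spleen gave 8, and no other count moved as far. The low-value filter, which tests fewer regions, gave 4003 for NKT2 against NKT17 in thymus. With vooma weights CD4 lung against spleen gave 223 and the thymus to spleen difference 3. Fitted to the compared groups alone, limma gave 293 for NKT1 lung against spleen, 49 for NKT2 and 847 for NKT17 spleen against thymus, 4 for NKT17 lung against spleen, and 0 for CD4 lung against spleen (4612 at an unadjusted p under 0.05), 0 for the lung effect in NKT1 against NKT17 (5863) and 0 for the thymus to spleen difference (3958). Under the depth floor NKT17 lung against spleen gave 1744 and the lung effect in NKT1 against NKT17 1738. Among thymic subset regions called at 2-fold, which includes smaller differences, the share with the same sign in spleen and lung was 92.4 and 78.7% for NKT1 against NKT2, 93.0 and 86.2% for NKT1 against NKT17 and 92.5 and 74.3% for NKT2 against NKT17. Under the depth floor these shares were 96.2 and 83.1% for NKT1 against NKT2, and in spleen 94.96% for NKT1 against NKT17 and 93.8% for NKT2 against NKT17. With the NKT17 list the median was 0.33 in NKTtotal, 0.35 in γδ T and 0.05 in CD4 T cells, and the NK share was 74.1% with the NKT1 list and 67.5% with the NKT17 list.

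Without 1 library at a time, a lone sample left in a group being assumed to vary like the other groups, lung against spleen ranged from 362 to 1533 in CD4 T, 2191 to 4557 in γδ T, 159 to 849 in NKT1, 2059 to 7063 in NKT17 and 1019 to 2018 in NKTtotal cells. The range was 285 to 472 for NKT1 liver and 272 to 756 for NKT1 spleen against thymus, 118 to 626 for NKT17 spleen against thymus, 2810 to 4130 for NKT1 against NKT2 and 1192 to 3435 for NKT2 against NKT17 in spleen, 1484 to 2845 for NKTnonFH against NKT1, 361 to 4734 for the lung effect in NKT1 against NKT17, and 3 to 82 for the thymus to spleen difference. Shares of the same sign ranged from 95.3 to 96.7% for NKT1 against NKT2 in spleen, 94.4 to 96.4% in spleen and 85.4 to 91.6% in lung for NKT1 against NKT17, and 92.9 to 95.9% for NKT2 against NKT17 in spleen. The NK share ranged from 78.6 to 91.7%, the regions changed in both antigen-exposed populations from 514 to 939 and the NKTnonFH to NK correlation from 0.34 to 0.42. Depth limits the lung NKT17 and NKT2 libraries most, where 13.04 to 24.3% of regions lay at the lowest value and differences between closed regions were not detectable. Not run, because the table holds no counts and no mm9 annotation was at hand: other count normalizations and count models, the count filter, and other definitions of the gene lists.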

Other observations

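The mixture estimate and the look at single libraries were chosen only after the result was seen, and this part gives values with no explanation.

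Lung γδ T cells carried NKT17 regions more open than splenic ones did, and NKT1 regions less open. NKT17 regions averaged 3.91 ± 0.07 (n = 2) in lung γδ T cells, close to the 3.92 ± 0.16 (n = 2) of lung NKT17 cells, and 2.59 ± 0.15 (n = 3) in splenic γδ T cells. NKT1 regions were at 2.46 ± 0.05 in lung and 3.70 ± 0.10 in splenic γδ T cells. Outside the lung lists, the median log2 difference of lung minus spleen in γδ T cells was 1.33 over 2549 NKT17 regions and -1.31 over 1051 NKT1 regions, where 95% of random lists lay between 0.24 and 0.35 and between -0.02 and 0.10. In CD4 T cells the same medians were -0.02 and 0.03. NKT1 regions were about as open in NK cells as in thymic NKT1 cells. They were at 4.79 in the single splenic and 4.64 in the single lung NK library. Thymic NKT1 cells had 4.50 ± 0.16 (n = 4) and a range of 4.33 to 4.71.

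The CD44hi and CD44low NKT2 libraries of the thymus entered no comparison. NKT2 regions were at 4.09 in the CD44hi and 4.42 in the CD44low library, against 4.29 ± 0.21 (n = 4) in the other thymic NKT2 libraries. NKT1 regions were at 1.96 and 1.54. The correlation between both libraries was 0.936.

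As a mixture of splenic NKT1, NKT2 and NKT17 profiles over the 9430 regions called between them, fitted by least squares with no negative shares, splenic NKTtotal cells were estimated at 80.2 ± 4.1% NKT1, 13.5 ± 5.9% NKT2 and 6.29 ± 2.3% NKT17 (SD, n = 3). Lung NKTtotal cells were estimated at 40.3 ± 2.8% NKT1, 22.8 ± 5.2% NKT2 and 36.8 ± 8.0% NKT17 (n = 2). These shares are fits of chromatin profiles, not cell counts. The reference profiles were splenic, so changes of the lung within a subset can enter the lung shares. The 40.3% also differs from earlier work cited by the paper, where NKT1 cells were most of the iNKT cells at every site studied in C57BL/6J mice.

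Splenic CD4 T cell replicate 4 had a mean correlation of 0.779 with the other replicates of its group and of 0.855 with the NKTFH libraries. NKTFH regions were at 3.19 in it and at 2.02 to 2.03 in replicates 1 and 2. It had 0.382% of regions at its lowest value, against 8.69 and 8.19% in the other replicates. Whether its label or sort is right could not be decided from the files, and it is part of every splenic CD4 mean and of the CD4 lung against spleen test.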
